A study of Homo sapiens and Mus musculus with 19 samples. Its data were reported in "RNA m5C oxidation by TET2 regulates chromatin state and leukaemogenesis" (2024).

How the data were processed

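Chromatin-associated RNA (caRNA) was sequenced by the authors from mouse embryonic stem cells (mESC) and from K562, a human leukaemia cell line. The sources used here describe a fractionation in which cells were lysed with a mild detergent, nuclei were spun through a sucrose cushion and opened in a urea buffer, and the chromatin pellet was kept for RNA extraction. Ribosomal RNA was depleted and stranded total-RNA libraries were prepared, so that intronic and other unspliced transcripts were retained. Per the study's methods, the authors trimmed the reads with Trimmomatic, aligned them with HISAT2 to mm10 or hg38 together with GENCODE transcripts and counted reads per gene with HTSeq. The methods also name featureCounts for caRNA, whereas the tables carry the summary lines that HTSeq writes.

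The deposited values were raw read counts per annotated gene, with 1 table per library and no pooling, scaling or filtering of genes by the authors that could be seen in the values. There were 54446 genes per mouse library and 58721 per human library. The feature type and strand option used for counting were not given in the sources used here and were checked on the counts. Of 3117 mouse genes that lay inside an intron of a gene on the same strand, 3114 had 0 counts in every library, as had 2673 of 2716 such human genes. Among genes in an intron of a gene on the opposite strand, 6.9% of mouse genes and 22.6% of human genes had 0 counts. A second check left the feature type open. In a joint regression over protein-coding genes the log2 mean count rose more steeply with log2 exon length (slope 0.879 in 15061 mouse genes and 0.751 in 12881 human genes) than with log2 gene span (0.265 and 0.126), as it would with counting over exons or with many exonic reads under counting over whole genes. Counting over exons alone would not have emptied the genes inside introns. Reads were for that reason treated as counted by strand over whole gene spans, introns included, with reads from overlapping genes on the same strand set aside as ambiguous. A gene with an overlapping neighbour on its own strand is undercounted for this reason, and such genes are named as uncertain in the results. Reads with more than 1 alignment were also set aside, at 4.68% to 4.83% of read records per mouse library and 10.1% to 11.2% per human library, so that near-identical gene copies are undercounted as well.

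Lines that name no gene were left out of library sizes and of every test. Reads outside annotated genes made up 10.7% to 29.9% of the records per mouse library and 13.1% to 16.0% per human library. The tables held 0 lines for ERCC spike-in RNA, so that the planned scaling by spike-in and the planned ratio of caRNA to spike-in were not run, and every comparison is relative to the other genes of the same libraries. A change in the total amount of caRNA per cell cannot be seen in these values. Gene symbols, positions and biotypes came from reference annotations of GRCm38 (mm10) and GRCh38 (hg38) whose releases need not be those the authors counted with. After version numbers were dropped, 99.93% of mouse and 99.12% of human gene identifiers matched, and 97.8% and 58.9% had the same version.

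Groups were taken from the sample labels. The analysis used 3 mESC libraries each for siControl and siNsun2, and 3 K562 libraries for each combination of TET2 wild type (WT) or knockout (KO) with shControl or shMBD6. A single mESC library labelled Pspc1 WT, replicate 3, belonged to another experiment and entered no comparison. Replicate pairs were compared before averaging: the chi-square statistic per degree of freedom over genes ran from 3.85 to 14.2, above sampling noise in every pair, and all libraries were counted as separate replicates. Spread above sampling noise does not show whether the libraries of a group came from separately derived cells. The paper describes K562 shRNA lines made by lentiviral transduction, and the labels name no clones or lines. In K562 the p-values therefore measure differences against the spread among libraries of a group, not among independent lines.

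The main test was the edgeR quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with TMM scaling, robust dispersion estimates and two-sided p-values adjusted by Benjamini-Hochberg over all genes tested. A gene was called at an adjusted p under 0.05. Low counts were removed with filterByExpr by group at its default minimum of 10 counts, leaving 27603 mouse and 26023 human genes. The mESC model held the 6 siRNA libraries. The K562 model held all 12 libraries in 4 groups that shared 1 estimate of the spread, and the genotype by knockdown interaction was a contrast of the same model. Standard errors (SE) were derived from the quasi-likelihood F statistic. Counts-per-million values (CPM) were computed from the deposited counts with TMM scaling and are given as mean ± SD. Hand-written gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists within a comparison, with fry and an estimated correlation as second tests. Shares of counts were compared with two-sided exact permutation tests, for which 3 libraries against 3 cannot go below p = 0.1. Correlations between comparisons that share libraries were set against 10 simulated data sets without any group effect. They and the overlaps were also set against 10 simulated data sets in which the fitted shMBD6 changes in TET2 KO were shuffled among genes of similar expression. Tables were prepared and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

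The comparisons and their tests, the groups, the gene lists and the alternatives were chosen before the data were examined. Added afterwards were the shuffled simulations, the exchange of shRNA labels, the correlation between the shMBD6 changes in both genotypes, the analysis by chromosome window, the use of olfactory receptor genes as background, the counts among genes at least 10 times above it, the tests of gene lists among well expressed genes and against 10000 random lists drawn within 100 classes of mean expression, and the tests of explanations in the closing section, which says which of them were chosen only after their result was seen. The text names the targeted genes and a fixed set of related genes (TET1, TET3, MBD5, NSUN2, TRDMT1, PSPC1, BAP1, ASXL1, CXXC5, SOCS3 and NFKBIA, or their mouse counterparts). It also names, per comparison and direction, the 5 called genes with the largest log2 fold change among those with a mean log2 CPM of at least 2 and with every library of one group beyond every library of the other. The interaction list has the same rule without the last condition. The gene lists covered genes of the pathway under study, S phase and G2/M genes, osteoclast differentiation and NOD-like receptor genes in K562, and pluripotency, 2-cell-like and lineage genes in mESC.

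The tests were tried on simulated counts drawn from the means, library sizes and dispersions of the real libraries, with 50 genes changed at each of several fold sizes. For siNsun2 against siControl, over 27603 genes, 94% of the genes changed 4-fold and 68% of those changed 2-fold were called. For TET2 KO against WT, over 26023 genes, 58% of the genes changed 4-fold were called, and all 24 of them with a mean log2 CPM of at least 1. For shMBD6 against shControl and for the interaction the share at 4-fold was 62%, for TET2 KO shMBD6 against TET2 WT shControl it was 52%, and again 100% above that level. Unchanged genes made up 1.61% of the calls for siNsun2, 2.15% for TET2 KO against WT, 6.19% and 6.25% for shMBD6 in TET2 KO and TET2 WT, 8.86% for the interaction and 8.16% for the last comparison, which is 2 to 8 genes in each simulation, and 4 of these 6 shares lay above the nominal 5%. The genes missed at 4-fold had a mean log2 CPM below 1. Smaller changes were also missed above that level, where 100% of the genes changed 2-fold were called for siNsun2 and 80.6% to 96.6% in the 5 K562 comparisons, and 50% and 25% to 59.3% of those changed 1.25-fold. The criterion for passing was first set on recovery over all genes, and was replaced by recovery at a mean log2 CPM of at least 1 after the K562 simulation had missed it. Each comparison was simulated once, with the same means in all groups except for the changed genes, which rose or fell at random. In the real data 36.4% (shMBD6 in TET2 KO) to 50.2% (siNsun2) of the genes tested were called. The simulated shares therefore do not cover errors that come from scaling when many genes change.

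Alternatives changed 1 choice at a time: DESeq2 size factors or total gene counts in place of TMM, no count filter, a stricter filter of 50 counts in 3 libraries, DESeq2 1.42.0 with adjusted or unadjusted p, a 2-fold threshold in addition to the adjusted p, a model of only the groups compared, the replicate number as a block, and leaving out each library in turn. Total gene counts per library ran from 58078323 to 91990658 in mESC and from 52158403 to 102070223 in K562. At this depth the common biological coefficient of variation was 7.97% for mESC and 22.5% for K562, and the median over genes with a mean log2 CPM of at least 5 was 3.04% and 4.22%.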

Results

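RNA retained on chromatin was profiled in a pair of cell systems. Mouse embryonic stem cells (mESC) were treated with a control siRNA (siControl) or an siRNA against Nsun2 (siNsun2), which encodes an RNA m5C methyltransferase, with 3 libraries per group. K562 cells, a human leukaemia line, were TET2 WT or TET2 KO and carried a control shRNA (shControl) or an shRNA against MBD6 (shMBD6), a methyl-binding-domain protein, with 3 libraries in each of the 4 groups. TET2 is a dioxygenase that oxidises 5-methylcytosine. Gene counts per library were 62989044 to 66832780 for siControl and 58078323 to 59411087 for siNsun2. In K562 they were 70394621 to 102070223 for TET2 WT shControl, 52158403 to 87433498 for TET2 WT shMBD6, 63592160 to 92120025 for TET2 KO shControl and 65967748 to 78688044 for TET2 KO shMBD6. A single Pspc1 WT mESC library held 91990658 gene counts and was not compared with the others.

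The composition of the chromatin fraction was compared first, as 25 differences in the share of gene counts, by two-sided exact permutation tests for which 3 libraries against 3 allow no p below 0.1. No difference could therefore pass 0.05, and the smallest Benjamini-Hochberg adjusted value was 0.139. In mESC, mitochondrial-encoded genes took 1.29% ± 0.0173 (SD, n = 3) of gene counts in siNsun2 and 1.20% ± 0.0232 in siControl libraries. The difference was 0.0959 percentage points. With the 10 highest genes left out, the most abundant mitochondrial genes among them, the remaining mitochondrial genes differed by 0.0190. In K562 the mitochondrial share was far smaller, at 0.0229% ± 0.000893 in TET2 WT shControl, 0.0460% ± 0.00490 in TET2 WT shMBD6, 0.0514% ± 0.00288 in TET2 KO shControl and 0.0254% ± 0.00200 in TET2 KO shMBD6. The 10 highest genes together took 4.20% ± 0.0363, 4.44% ± 0.0282, 4.51% ± 0.0585 and 4.20% ± 0.0395 of counts in the same order. MALAT1, a nuclear long non-coding RNA, took 1.69% ± 0.0167 in TET2 WT shControl, 1.90% ± 0.0121 in TET2 WT shMBD6, 1.68% ± 0.0431 in TET2 KO shControl and 1.64% ± 0.0286 in TET2 KO shMBD6.

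Nsun2 depletion was used to ask how loss of the caRNA methyltransferase alters the chromatin-associated transcriptome. Nsun2 itself (ENSMUSG00000021595.18, chromosome 13, 69533746 to 69635780, plus strand, mm10) was present at 129 ± 3.45 CPM (SD, n = 3) in siControl and 103 ± 3.55 CPM in siNsun2 libraries. The log2 change was -0.34 (SE 0.03, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.78e-16), and every siNsun2 library lay below every siControl library. The alternative that moved it most was scaling by total gene counts, with -0.16. The counts were taken to cover introns as well as exons and thus to include pre-mRNA on chromatin.

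**Figure D1:**
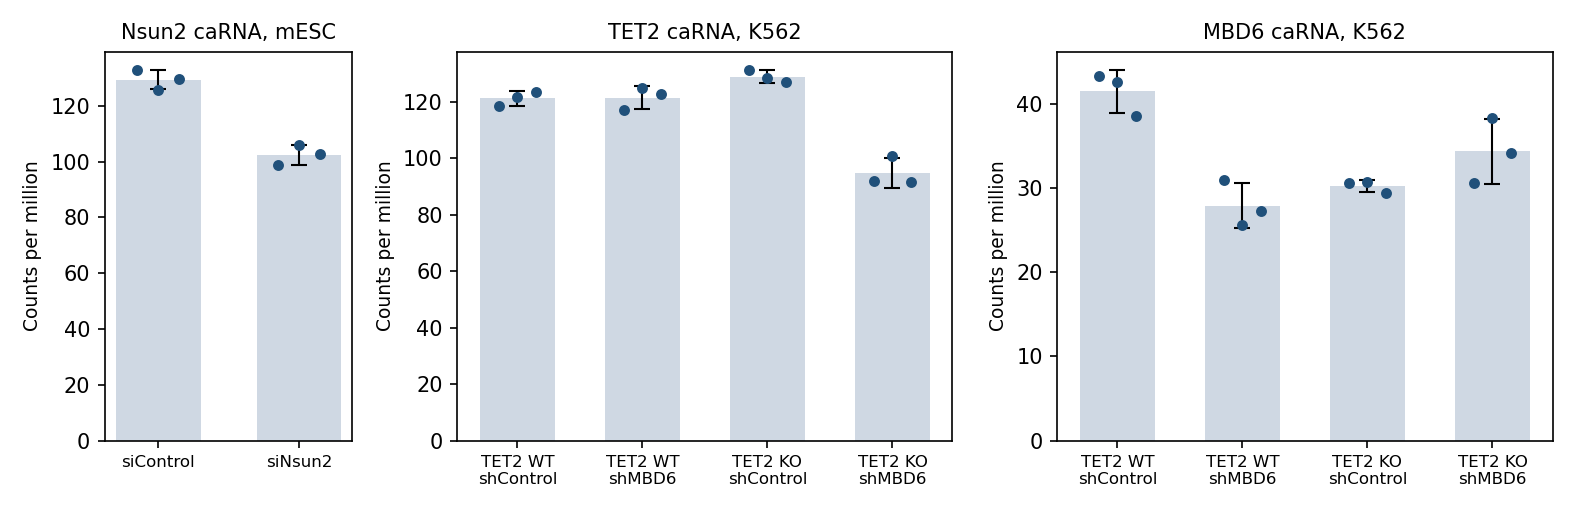
CPM of caRNA from the genes targeted in the study, Nsun2 in mESC and TET2 and MBD6 in K562. Points are libraries, bars are means and error bars are SD (n = 3); MBD6 fell from 41.5 to 28.0 CPM in TET2 WT libraries labelled shMBD6 and stood at 30.3 CPM (shControl) and 34.4 CPM (labelled shMBD6) in TET2 KO.

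Of 27603 genes tested in mESC, 13844 were called, 7128 higher and 6716 lower in siNsun2. The choice that moved this count most was a 2-fold threshold in addition to the adjusted p, which left 2249 higher and 64 lower. The balance of directions depended on the scaling. With total gene counts in place of TMM, 10248 genes were higher and 2584 lower, and the median log2 change over all genes was 0.32 compared with 0.14 under TMM and 0.07 under DESeq2 size factors. The siNsun2 libraries also held more reads outside annotated genes (29.4% ± 0.464 of records, n = 3) than the siControl libraries (19.9% ± 0.348), and the range of genes detected was 38693 to 39115 compared with 36407 to 36464. Olfactory receptor genes, taken here as a measure of background, rose from a mean of 0.0201 to 0.0297 CPM per kb of gene span, with all read records as the library total. Among 10889 genes at least 10 times above that background, 4068 were called, 1965 higher and 2103 lower, with 60 at least 2-fold higher and 18 at least 2-fold lower. This balance rested on scaling these genes among themselves. With the scaling factors of all genes, 507 of them were called higher and 6232 lower, with 17 at least 2-fold higher and 37 at least 2-fold lower.

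**Figure D2:**
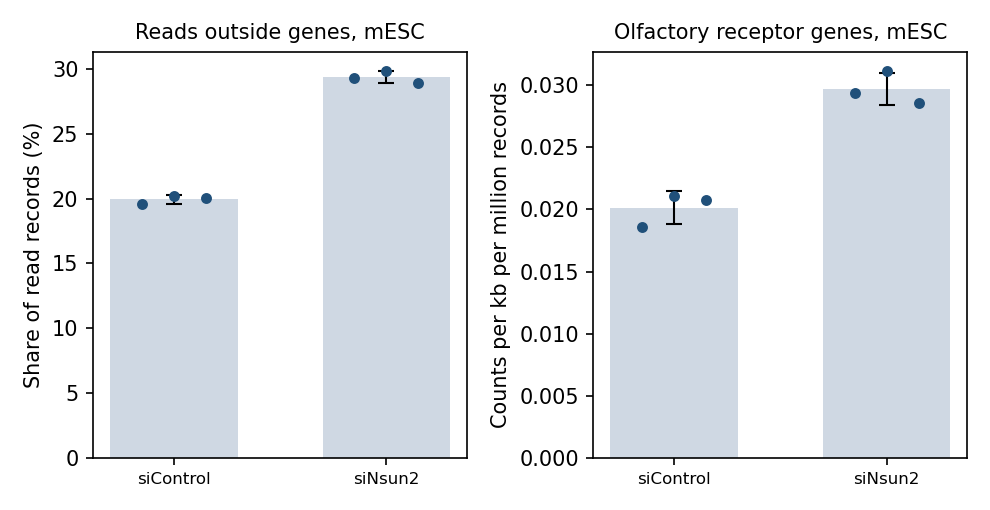
Share of read records outside annotated genes (per cent) and olfactory receptor CPM per kb of gene span, relative to all records, in mESC libraries. Points are libraries, bars are means and error bars are SD (n = 3); the siNsun2 libraries hold 28.9% to 29.9% of records outside genes and the siControl libraries 19.6% to 20.2%.

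The genes with the largest increase by the fixed rule were Smc1b, Hormad1, Enox1, Itga1 and Lef1. Smc1b (ENSMUSG00000022432.7, chromosome 15, 85064689 to 85131964, minus strand) rose from 6.62 ± 0.849 to 23.8 ± 1.02 CPM, a log2 change of 1.84 (SE 0.08, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 7.32e-34). Hormad1 had a log2 change of 1.55, Enox1 rose from 56.9 ± 1.06 to 161 ± 1.60 CPM, and the log2 changes of Itga1 and Lef1 were 1.49 and 1.47. Enox1, Itga1 and Lef1 each share their strand with at least 1 overlapping gene, so their levels are uncertain. The largest decreases were in Chac1, Pck2, Atp2a3, S100a13 and Cth. Chac1 (ENSMUSG00000027313.3, chromosome 2, 119351229 to 119354381, plus strand) dropped from 11.1 ± 1.43 to 2.76 ± 0.180 CPM (log2 change -2.01, SE 0.12). Pck2 dropped from 42.9 ± 1.05 to 14.4 ± 1.13 CPM, with a log2 change of -1.58, and Cth, which also overlaps a gene on its strand, from 122 ± 1.32 to 48.5 ± 0.192 CPM. Atp2a3 and S100a13 had log2 changes of -1.42 and -1.34. Among the related genes, Tet2 dropped from 439 ± 2.76 to 329 ± 3.35 CPM (log2 change -0.42, adjusted p = 1.75e-29 by edgeR quasi-likelihood and Benjamini-Hochberg) and Socs3 from 15.0 ± 0.614 to 9.97 ± 0.782 CPM (log2 change -0.59). Tet1, Tet3, Mbd5, Pspc1, Bap1, Trdmt1 and Nfkbia were called lower with log2 changes between -0.33 and -0.20, and Cxxc5 was called higher at 0.10. Mbd6 (-0.16) and Asxl1 (-0.02) were not called. Under DESeq2 size factors and by DESeq2 both were called lower (-0.22 and -0.08), as was Mbd6 with no filter (-0.17), whereas under total gene counts Asxl1 was called higher (0.17) and Mbd6 was at 0.03 without a call. The calls of the 7 genes from Tet1 to Nfkbia were also lost under that scaling (-0.15 to -0.01). The call of Nfkbia was lost without siControl replicate 1 (-0.28) and without siNsun2 replicate 2 (-0.29) or 3 (-0.28). That of Cxxc5 was lost under DESeq2 size factors and by DESeq2 (0.04 for each), with no filter (0.08) and without any 1 library other than siNsun2 replicate 2 (0.08 to 0.10). Mbd6 was called without siControl replicate 2 (-0.19) or siNsun2 replicate 3 (-0.20).

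Gene lists fixed in advance were tested as sets in mESC. Across all genes the change depended on expression, with a Spearman rho of -0.536 between the log2 change and the mean log2 CPM, and the median over 5534 genes with a mean log2 CPM of at least 5 was -0.21. S phase genes had a median log2 change of -0.27 (40 genes, 1 higher, camera adjusted p = 1.73e-15), with 39 called and 39 adjusted over the list alone. G2/M genes had a median of -0.22 (51 genes, 3 higher, camera adjusted p = 1.31e-13), with 46 called and 47 adjusted over the list alone. The 13 genes of the pathway under study, of which 1 was higher, had a median of -0.23 (camera adjusted p = 0.000102), with 11 called and 12 adjusted over the list alone. Pluripotency genes had a median of -0.17 (24 genes, 8 higher, camera adjusted p = 3.35e-06), which became 0.01 under total gene counts, and 19 were called (20 adjusted over the list alone). The 17 tested genes of the 2-cell-like list were all higher, with a median of 1.66 (camera adjusted p = 0.00436) and 14 called on either adjustment. These genes are weakly expressed, belong largely to families of near-identical copies and are uncertain for that reason, and none of the 17 lay 10 times above background. All 5 of these calls held under fry and under an estimated correlation. Tested only among genes with a mean log2 CPM of at least 5, none of the first 4 lists was called (medians -0.29, -0.26, -0.20 and -0.23, camera adjusted p = 0.0689, 0.233, 0.601 and 0.124 in the order above), and no 2-cell-like gene reached that level. Among 10000 random lists matched on mean expression the S phase median lay at the 0.18th percentile and the G2/M, pathway and pluripotency medians at the 15.25th, 24.7th and 60.8th, so that the latter 3 lay within the range of most lists of like expression. The 2-cell-like median was above those of all its matched lists. Lineage genes were not called (22 genes, 14 higher, camera adjusted p = 0.684), with 8 genes called and 7 adjusted over the list alone. Their median (0.08) and mean (0.10) were positive while the test pointed down, as it compares the list with other genes. Leaving out 1 library moved the 2-cell-like median to between 1.44 and 1.60, the widest range of the 5 called lists.

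In K562 the targeted genes were examined before any other. TET2 (ENSG00000168769.13, chromosome 4, 105145875 to 105279816, plus strand, hg38) stood at 121 ± 2.59 CPM in TET2 WT shControl and 129 ± 2.23 CPM in TET2 KO shControl libraries (SD, n = 3). The log2 change was 0.09 (SE 0.04, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0735) and became -0.09 under total gene counts. A knockout allele can still be transcribed, so TET2 RNA neither supports nor contradicts the genotype labels. MBD6 (ENSG00000166987.14, chromosome 12, 57520710 to 57530148, plus strand) fell from 41.5 ± 2.55 CPM in TET2 WT shControl to 28.0 ± 2.71 CPM in TET2 WT shMBD6 libraries, a log2 change of -0.57 (SE 0.08, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.83e-07). In TET2 KO the targeted gene went against the label. MBD6 stood at 30.3 ± 0.750 CPM in the libraries labelled shControl and 34.4 ± 3.86 CPM in the libraries labelled shMBD6, a log2 change of 0.19 (SE 0.08, adjusted p = 0.0574 by the same method). This difference was not called with TMM and the default filter in the model of all groups. It was positive under every alternative. In the model of all libraries it was called under DESeq2 size factors (0.20), total gene counts (0.31), no filter (0.23) and the stricter filter (0.19). It was also called with the replicate number as a block (0.19), by DESeq2 (0.20) and in a model of only these groups (0.23). Leaving out replicate 1 of the TET2 KO libraries labelled shMBD6 gave 0.26 and a call, and leaving out replicate 2 of the same group gave 0.10. MBD6 was also lower in TET2 KO shControl than in TET2 WT shControl, by a log2 change of -0.46 (adjusted p = 6.5e-06, edgeR quasi-likelihood and Benjamini-Hochberg). Every value given below for TET2 KO libraries, compared with TET2 WT or with one another, is therefore that of the libraries as labelled.

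TET2 loss was compared between the libraries labelled shControl, so that this comparison rests on the shRNA labels in TET2 KO as well. Each genotype may stem from a single clone, so that genes called here differ between the cells and need not owe this to TET2 loss. Of 26023 genes tested, 11921 were called, 6127 higher and 5794 lower in TET2 KO. With total gene counts, 4523 were higher and 8285 lower, and the median log2 change of all genes moved from -0.05 to -0.23. A 2-fold threshold left 2546 higher and 2059 lower. Olfactory receptor genes differed between the K562 groups as well, at 0.0943 CPM per kb in TET2 WT shControl, 0.121 in TET2 WT shMBD6, 0.139 in TET2 KO shControl and 0.109 in TET2 KO libraries labelled shMBD6. Over the 4076 genes at least 10 times above their mean level, 160 were at least 2-fold higher in TET2 KO shControl and 81 lower when scaled on these genes, and 148 and 89 when scaled on all genes. The largest increases were in DACH1, ARHGAP15, LINC03056, XACT and GOLGA2P11. DACH1 (ENSG00000276644.4, chromosome 13, 71437966 to 71867204, minus strand) rose from 1.08 ± 0.333 to 329 ± 4.93 CPM, a log2 change of 8.22 (SE 0.11, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.19e-20). ARHGAP15 rose from 3.45 ± 0.885 to 899 ± 16.0 CPM, LINC03056 from 0.620 ± 0.273 to 122 ± 2.11 CPM and XACT, a non-coding RNA gene on chromosome X, from 7.54 ± 0.217 to 1115 ± 38.5 CPM. ARHGAP15 and XACT overlap other genes on their strand, and GOLGA2P11 is a pseudogene, so their levels are uncertain. The largest decreases were in PTPRC, ZNF804A, LINC01818, CHMP1B2P and PAK5. PTPRC (ENSG00000081237.19, chromosome 1, 198638457 to 198757476, plus strand), which encodes CD45, dropped from 94.6 ± 2.60 to 0.0927 ± 0.0355 CPM, with a log2 change of -9.91 (SE 0.15). ZNF804A dropped from 70.4 ± 1.12 to 0.326 ± 0.0779 CPM and PAK5 from 27.0 ± 1.35 to 0.255 ± 0.160 CPM. LINC01818 had a log2 change of -7.06, and CHMP1B2P, a pseudogene and uncertain, -6.95.

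By position, 20 of 291 windows of 10 Mb with at least 10 expressed genes had a median log2 change more than 0.3 from that of all windows, in the same direction, in TET2 KO over WT for both the shControl pair and the pair labelled shMBD6. All 9 windows of chromosome 15 were among them, and the chromosome 15 median was 0.57 in the shControl pair and 0.79 in the pair labelled shMBD6. Chromosome 8, with 5 such windows, had medians of 0.41 and 0.45. These chromosome medians are not centred, and sizes cannot be compared between the pairs. Every chromosome had a median above 0 in the pair labelled shMBD6, where chromosome 1 had 0.27, compared with 0.01 in the shControl pair. Of the 11921 called genes, 874 (7.33%) lay in the 20 windows.

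**Figure D3:**
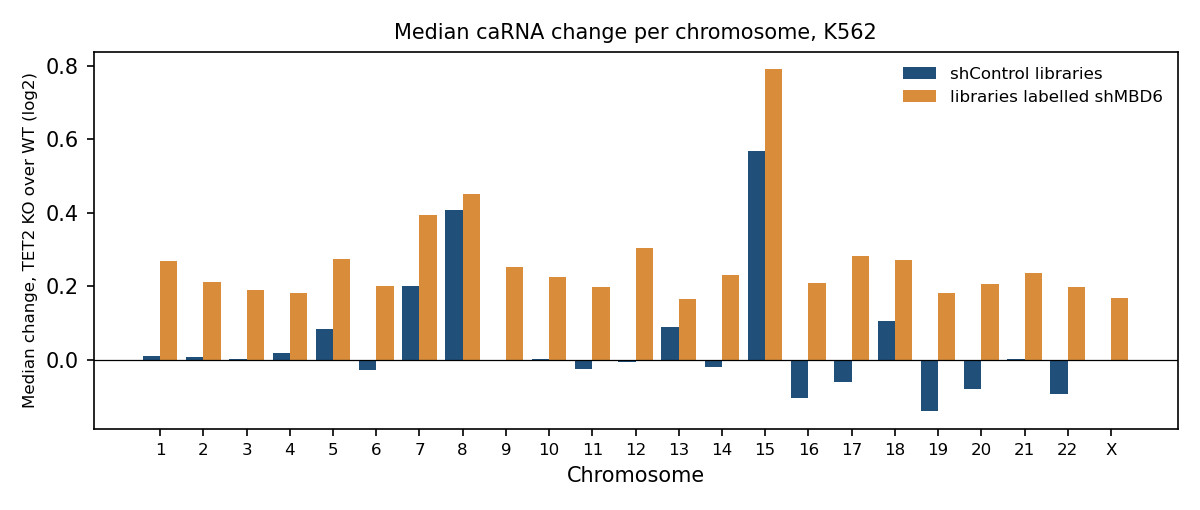
Median log2 change of caRNA, TET2 KO over TET2 WT, over genes with a mean log2 CPM of at least 2 on each chromosome in K562, for the shControl libraries and for the libraries labelled shMBD6. Bars are medians over genes without error bars, and chromosome 15 has the highest bar of each kind (0.57 and 0.79).

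Among the related genes, MBD5 rose from 194 ± 8.33 to 426 ± 7.14 CPM in TET2 KO shControl (log2 change 1.14) and TET1 from 190 ± 2.46 to 283 ± 7.51 CPM (0.57), though both overlap other genes on their strand. BAP1 (-0.44), CXXC5 (-0.23), TET3 (-0.19) and ASXL1 (-0.08) were called lower, and SOCS3 (0.40), PSPC1 (0.32) and TRDMT1 (0.28) higher. NSUN2 (-0.07) and NFKBIA (-0.37) were not called. Some of these calls rested on the scaling or on 1 library. Under total gene counts TRDMT1 (0.11) and SOCS3 (0.22) were no longer called, whereas NSUN2 (-0.25) and NFKBIA (-0.54) were. NSUN2 was also called lower under DESeq2 size factors (-0.09), the stricter filter (-0.10), in a model of only the groups compared (-0.09) and by DESeq2 (-0.10). The ASXL1 call was lost with no filter (-0.08). SOCS3 lost its call without TET2 WT shControl replicate 3 (0.31), and ASXL1 without any TET2 WT shControl library or TET2 KO shControl replicate 2 (-0.09 to -0.06). NFKBIA was called without TET2 WT shControl replicate 2 (-0.51) or TET2 KO shControl replicate 1 (-0.52), and NSUN2 without TET2 WT shControl replicate 1 (-0.10). The full range for NFKBIA with 1 library left out was -0.52 to -0.14.

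The libraries labelled shMBD6 were next compared with shControl within TET2 KO, to ask what MBD6 depletion does to caRNA without TET2. Of 26023 genes, 9465 were called, 4095 higher and 5370 lower in the libraries labelled shMBD6. With total gene counts 6046 were higher and 4047 lower, and the median of all genes moved from -0.07 to 0.04. At least 2-fold changes were mostly downward, with 377 higher and 1977 lower, and 22 and 65 among the genes well above background scaled on themselves or 22 and 49 scaled on all genes. The largest increases were in TUBB1, NT5DC4, ST8SIA1, C17orf99 and AREG and the largest decreases in OOSP4B, TCN1, MIR100HG, COL14A1 and FBXL7. TUBB1 (ENSG00000101162.3, chromosome 20, 59019429 to 59026654, plus strand) rose from 0.533 ± 0.235 to 4.11 ± 1.52 CPM (log2 change 2.97, SE 0.28, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 3.54e-10). OOSP4B (ENSG00000255393.2, chromosome 11, 59978020 to 60031095, plus strand) dropped from 72.3 ± 5.51 to 6.45 ± 0.488 CPM (log2 change -3.48, SE 0.14, adjusted p = 1.98e-16 by the same method) and TCN1 from 31.8 ± 1.08 to 3.69 ± 0.757 CPM. ST8SIA1, C17orf99, MIR100HG and FBXL7 overlap other genes on their strand and are uncertain. MBD5 (-0.87), SOCS3 (-0.92), TET2 (-0.44), PSPC1 (-0.37) and TRDMT1 (-0.19) were called lower and BAP1 (0.57) and NSUN2 (0.19) higher. TET1 (-0.02), ASXL1 (-0.02), TET3 (-0.07), CXXC5 (0.03) and NFKBIA (-0.14) were not called, and under total gene counts TET1 (0.11), ASXL1 (0.11) and CXXC5 (0.15) were called higher and TET3 was above 0 (0.06) without a call. The TRDMT1 call was lost under that scaling (-0.06), with no filter (-0.14), with only the groups compared (-0.14) and without replicate 2 of the TET2 KO libraries labelled shControl or shMBD6 (-0.16 for each). TET3 was called without replicate 2 of the libraries labelled shMBD6 (-0.10).

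The same question was asked in TET2 WT. Of 26023 genes, 11047 were called, 4616 higher and 6431 lower in shMBD6 libraries. This split also depended on the scaling, with 5798 higher and 4715 lower under DESeq2 size factors and 5665 higher and 4932 lower under total gene counts, and the median of all genes moved from 0.10 to 0.21 and 0.19. At least 2-fold changes were mostly upward, with 2479 higher and 364 lower. Among the genes well above background 80 rose and 33 fell that much when scaled on these genes, whereas 49 rose and 72 fell when scaled on all genes. The largest increases were in GOLGA2P11, OOSP4B, COL6A2, GLIS3 and MS4A4E and the largest decreases in NT5DC4, TUBB1, C17orf99, RTL9 and UBASH3A. OOSP4B rose from 0.959 ± 0.425 to 12.7 ± 1.51 CPM (log2 change 3.68), COL6A2 from 2.21 ± 0.555 to 18.5 ± 0.302 CPM and GLIS3, which overlaps a gene on its strand, from 9.69 ± 0.668 to 81.8 ± 1.42 CPM. NT5DC4 dropped from 17.5 ± 1.55 to 2.44 ± 0.341 CPM (log2 change -2.83) and TUBB1 from 13.1 ± 1.26 to 2.14 ± 0.561 CPM (log2 change -2.61). GOLGA2P11, a pseudogene, and MS4A4E and C17orf99, which overlap other genes, are uncertain. MBD5 (0.63) and SOCS3 (0.35) were called higher, and BAP1 (-0.53), NFKBIA (-0.55), NSUN2 (-0.43), ASXL1 (-0.30), CXXC5 (-0.21), TET3 (-0.21) and TRDMT1 (-0.17) lower. TET2 was at 122 ± 4.07 CPM compared with 121 ± 2.59 CPM and was not called. PSPC1 and TET1 (-0.01) were not called with TMM, whereas both were called higher under DESeq2 size factors (0.11 and 0.10), total gene counts (0.09 and 0.08) and by DESeq2 (0.10 for each), and PSPC1 with no filter as well (0.10). TET2 was called higher under DESeq2 size factors, with no filter and by DESeq2 (0.11 for each) and under total gene counts (0.10). The CXXC5 call was lost with no filter (-0.11). The TRDMT1 call was lost under DESeq2 size factors (-0.06), total gene counts (-0.07), no filter (-0.06) and the stricter filter (-0.11), by DESeq2 (-0.06) and without TET2 WT shControl replicate 1 or TET2 WT shMBD6 replicate 1 or 2 (-0.16 for each). NFKBIA lost its call without TET2 WT shControl replicate 1 (-0.33) or TET2 WT shMBD6 replicate 3 (-0.50), and SOCS3 without TET2 WT shControl replicate 3 or TET2 WT shMBD6 replicate 1 (0.26 for each).

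Whether the shMBD6 effect differs between genotypes was tested directly as an interaction. Of 26023 genes, 12852 were called by the interaction term, 6225 with a higher and 6627 with a lower change in TET2 KO than in TET2 WT. The split was 5338 and 7372 under DESeq2 size factors, and 1839 and 4468 with a 2-fold threshold in addition. Among the 4076 genes well above background the 2-fold split was 232 and 260 when scaled on these genes and 514 and 146 when scaled on all genes. MBD6 itself had an interaction of 0.75 (SE 0.11, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 4.51e-07). The largest positive coefficients were those of TUBB1 (5.58), NT5DC4 (5.30), C17orf99 (4.25), SOX5 (3.52) and RPS6KL1 (3.51), and the largest negative ones those of OOSP4B (-7.16), MS4A4E (-5.88), TCN1 (-5.83), LINC01121 (-5.24) and LRAT (-5.20). Among the related genes the interaction was called for MBD5 (-1.51), SOCS3 (-1.27), BAP1 (1.09), NSUN2 (0.62), TET2 (-0.45), PSPC1 (-0.36), ASXL1 (0.28), CXXC5 (0.24) and TET3 (0.14), and not for NFKBIA (0.41), TRDMT1 (-0.02) or TET1 (-0.01), of which TRDMT1 and TET1 were above 0 under total gene counts. The NFKBIA interaction ran from 0.19 to 0.56 with 1 library left out and was not called in any of these fits. TET1 was called under DESeq2 size factors and by DESeq2 (-0.11 for each). The TET3 interaction was not called under DESeq2 size factors or by DESeq2 (0.04 for each), with no filter or the stricter filter (0.08 for each) or without TET2 KO shMBD6 replicate 2 (0.11). C17orf99, MS4A4E and LRAT overlap other genes on their strand and are uncertain. Across 26023 genes, which are not independent replicates, the shMBD6 changes in TET2 WT and in TET2 KO had a Pearson r of -0.331 and a Spearman rho of -0.474, where 10 simulated data sets without effects gave r between -0.0144 and 0.0138. Of 6710 genes called in both comparisons, 5923 (88.3%) had opposite signs. Among 5959 genes with a mean log2 CPM of at least 5, r was -0.760.

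**Figure D4:**
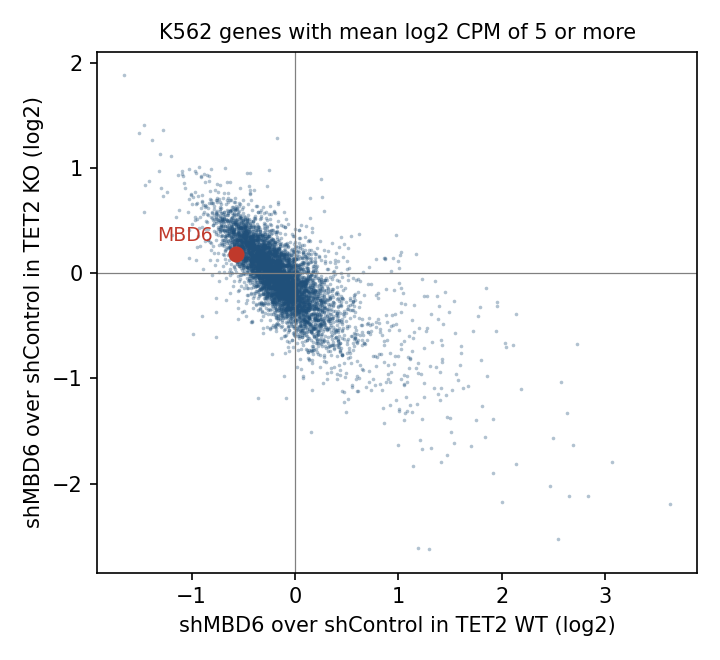
Log2 change for shMBD6 over shControl in TET2 WT (x axis) and in TET2 KO (y axis, libraries as labelled) for 5959 K562 genes with a mean log2 CPM of at least 5. Each point is a gene, and the cloud runs from upper left to lower right (r = -0.760); MBD6 is marked at -0.57 and 0.19.

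The study asked whether caRNA raised by TET2 loss is lowered when MBD6 is depleted. Across 26023 genes the TET2 KO change and the shMBD6 change in TET2 KO had r = -0.318 and rho = -0.369, and among 5959 genes with a mean log2 CPM of at least 5 r was -0.569. Both changes contain the libraries labelled TET2 KO shControl with opposite signs. Simulated groups without effects gave r from -0.520 to -0.496 over all genes and from -0.519 to -0.466 over the well expressed ones. Simulated groups with effects of the observed sizes, but independent of one another across genes, gave r from -0.122 to -0.108 and from -0.0415 to -0.0140. With the TET2 KO shControl libraries split so that none entered both changes, r ran from -0.207 to -0.111 over all genes and from -0.570 to -0.556 over the well expressed ones. By calls, 3428 genes were both higher in TET2 KO and lower in the TET2 KO libraries labelled shMBD6. That is 55.9% of the 6127 higher genes, where 1264 would be shared if the calls were independent (odds ratio 11.7). The simulated independent effects, which share the same libraries, gave 1403 to 1817 such genes, and the observed count fell to between 2588 and 2807 with the libraries split. Of 6923 genes called in both comparisons, 6146 (88.8%) had opposite signs, compared with 89.6% to 90.3% with the libraries split and 53.8% to 56.4% for simulated independent effects. These values rest on the shRNA labels in TET2 KO. With these labels exchanged, 1270 of 4888 higher genes (26.0%) were lower after shMBD6, and 60.7% of 5309 genes called in both had opposite signs. Over all genes r was -0.472, where groups without effects gave -0.512 to -0.495. Over the well expressed ones r was 0.123, where groups without effects gave -0.525 to -0.473.

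TET2 KO libraries labelled shMBD6 were also compared with TET2 WT shControl, which reuses no TET2 KO shControl library. Of 26023 genes, 10125 were called, 4888 higher and 5237 lower, and a model of these 2 groups alone called 8046. The split was 4223 higher and 6171 lower under total gene counts, 5465 and 4557 with no filter, and 1465 and 2913 with a 2-fold threshold in addition. Among the genes well above background, 83 were at least 2-fold higher and 45 lower when scaled on these genes, and 85 and 35 when scaled on all genes. The largest increases were in LINC00508, DACH1, ARHGAP15, LINC03056 and XACT and the largest decreases in PTPRC, LINC01818, ZNF804A, PAK5 and ROBO1, so that 4 genes of each direction were also named for the shControl pair. DACH1 was at 206 ± 7.46 CPM compared with 1.08 ± 0.333 CPM (log2 change 7.54) and PTPRC at 0.133 ± 0.108 CPM compared with 94.6 ± 2.60 CPM (log2 change -9.47). MBD6 was lower (-0.27, adjusted p = 0.00465, edgeR quasi-likelihood and Benjamini-Hochberg), as were TET2 (-0.36), SOCS3 (-0.52), NFKBIA (-0.51), TET3 (-0.26), CXXC5 (-0.20) and ASXL1 (-0.10), whereas TET1 (0.55), MBD5 (0.26) and NSUN2 (0.12) were higher. BAP1 (0.13), TRDMT1 (0.10) and PSPC1 (-0.04) were not called. Under total gene counts PSPC1 was called lower (-0.09) and the NSUN2 call was lost (0.06). NFKBIA lost its call without TET2 WT shControl replicate 1 (-0.29) or TET2 KO shMBD6 replicate 1 (-0.43), ASXL1 with no filter (-0.05) and without TET2 KO shMBD6 replicate 1 (-0.08), and NSUN2 without TET2 WT shControl replicate 1 or TET2 KO shMBD6 replicate 3 (0.09 for each). ROBO1, ARHGAP15 and XACT overlap other genes on their strand and are uncertain.

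The gene lists were tested in K562 in each comparison. S phase genes (40 genes) had a median log2 change of 0.41 for the libraries labelled shMBD6 in TET2 KO (33 higher, camera adjusted p = 3.22e-12), -0.41 for shMBD6 in TET2 WT (2 higher, camera adjusted p = 3.91e-11) and 0.85 for the interaction (camera adjusted p = 1.28e-13). The genes called were 32, 32 and 33, and 33, 32 and 34 adjusted over the list alone, and these 3 calls held under fry and under an estimated correlation. The paper reports slower proliferation of TET2 KO K562 cells with MBD6 depleted. It also reports proliferation terms among genes that fell after MBD6 depletion in TET2 KO but not in WT cells. The S phase rise in the TET2 KO libraries as labelled runs against that direction, although caRNA of a fixed list is a different measure. Against TET2 WT shControl, the TET2 KO libraries labelled shMBD6 had an S phase median of 0.14 (camera adjusted p = 0.0112, 21 called and 22 adjusted over the list alone), a call that held under fry and not under an estimated correlation or a stricter count filter (0.12). S phase genes were not called for TET2 KO over WT in shControl (median -0.12, camera adjusted p = 0.232, 29 called on either adjustment). G2/M genes (51 genes) had a median of -0.31 for shMBD6 in TET2 WT (camera adjusted p = 8.65e-11, 39 called and 40 adjusted over the list alone), a call that held under both other tests. Their medians of 0.36 for the interaction (camera adjusted p = 1.52e-06, 41 and 43) and -0.18 for TET2 KO over WT in shControl (camera adjusted p = 0.0112, 35 and 35) held under fry and not under an estimated correlation. For the libraries labelled shMBD6 in TET2 KO they had a median of 0.06 (camera adjusted p = 0.0501, 27 and 29). This list was called under DESeq2 size factors (0.07) and without TET2 KO shControl replicate 2 (0.06) or 3 (0.06) or without TET2 KO shMBD6 replicate 1 (0.10). Against TET2 WT shControl the median was -0.15 (camera adjusted p = 0.0874, 32 and 36). Tested only among genes with a mean log2 CPM of at least 5, the S phase calls for the libraries labelled shMBD6 in TET2 KO, for shMBD6 in TET2 WT and for the interaction and the G2/M call in TET2 WT held. The G2/M calls for TET2 KO over WT (-0.16) and for the interaction (0.28) and the S phase call against TET2 WT shControl (0.12) did not. Their medians nevertheless stood apart from random lists matched on mean expression, at the 0.07th, 97.7th and 98.8th percentile of 10000, and the G2/M median against TET2 WT shControl, which was not called, lay below all of them. Of the calls that held, the G2/M median in TET2 WT lay at the 0.27th percentile and the 3 S phase medians beyond all matched lists. The S phase list for TET2 KO over WT lay at the 3.73rd percentile and the G2/M list for the libraries labelled shMBD6 in TET2 KO at the 85.9th. These lists and the G2/M list against TET2 WT shControl, not called by camera, were called by fry.

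The pathway, osteoclast differentiation and NOD-like receptor lists were not called by camera in the model of the report or under an estimated correlation in any K562 comparison, and fry called 10 of these 15 tests. Osteoclast differentiation genes (46 of 50 tested) had medians from -0.12 to -0.04, with 22 to 31 called and 25 to 31 adjusted over the list alone. In TET2 KO over WT and in shMBD6 over shControl in TET2 WT their mean (0.15 and 0.21) and test pointed up against a negative median. NOD-like receptor genes (45 of 50 tested) had medians from -0.08 to 0.17, with 15 to 27 called and 15 to 27 adjusted over the list alone. Their median and mean differed in sign in all 5 comparisons, camera pointed the way of the median in each, and fry pointed the other way in TET2 KO over WT and for the TET2 KO libraries labelled shMBD6. Against TET2 WT shControl the osteoclast median lay at the 0.4th percentile of matched lists, and the other 14 medians of these lists lay between the 5.36th and the 88.96th. The 13 pathway genes had medians from -0.21 to 0.14, with 7 to 10 called and 8 to 12 adjusted over the list alone. For these genes TET2 KO over WT had a negative median against a positive mean and test, and the interaction a positive median against a negative mean and test. Under other scalings the median of the pathway and osteoclast lists for TET2 KO libraries labelled shMBD6, and of the osteoclast and NOD-like receptor lists for shMBD6 in TET2 WT, changed sign.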

Values the study reported

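The study reported that depletion of Nsun2 lowered m5C on caRNA by about 70%. It also stated that 46% of the regions with an ATAC peak had caRNA transcription, and that of the regions that opened after Tet2 loss, 60% gained caRNA as well. None of these measures was computed from the gene counts analysed here.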

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

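The tests of exchanged labels, of genes well above background in K562, of the scaling behind MBD6 and of total reads in mESC were chosen only after the result was seen.

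The shMBD6 effect differed between genotypes for 12852 of 26023 genes by the interaction term, and the changes in TET2 WT and TET2 KO ran in opposite directions across genes, which are not independent replicates. In 1 of 100 drawn splits of the 12 libraries, the real one, the interaction called as many genes, and the highest count in another split was 5387, so that chance assignment of the libraries can be excluded. The correlation between both changes was -0.331 and stayed at -0.326 after a trend on gene span was removed and at -0.329 after a trend on GC content. Thinning every library to the same total left it at -0.327. Among 5959 genes with a mean log2 CPM of at least 5 it was -0.760, and among 4076 genes at least 10 times above the level of olfactory receptor genes, whose own level differed between the groups, it was -0.739. These values argue against gene length, GC content, depth and background reads in weakly expressed genes as the cause of the opposite directions. Carry-over of cytoplasmic RNA was weighed because the mitochondrial share rose with shMBD6 in TET2 WT and was lower in the TET2 KO libraries labelled shMBD6. Cytosolic ribosomal protein genes did not follow it. Of 79 such genes 12 were higher in TET2 WT, with a median log2 change of -0.39, and 50 were higher in TET2 KO, with a median of 0.12, and both medians kept their sign under DESeq2 size factors and total gene counts.

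Exchanged labels of the TET2 WT libraries are argued against by MBD6, which was lower in those labelled shMBD6 (-0.57, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.83e-07). Such use of MBD6 rests on its RNA on chromatin, which was taken to include pre-mRNA and need not follow MBD6 mRNA in the whole cell. For the TET2 KO libraries an exchange of the shControl and shMBD6 labels is a candidate explanation that cannot be told apart from the labels as given. MBD6 was 0.19 higher in those labelled shMBD6 (adjusted p = 0.0574 by the same method), the side an exchange predicts, but the difference was smaller than in TET2 WT. It was positive under every alternative. Calls came under DESeq2 size factors (0.20), total gene counts (0.31), no filter (0.23) and the stricter filter (0.19). The replicate number as a block (0.19), DESeq2 (0.20) and a model of only these groups (0.23) gave calls too. The Benjamini-Hochberg adjusted p of edgeR or DESeq2 ran from 0.00159 to 0.0485 over these. Without TET2 KO shMBD6 replicate 1 it was 0.26 and called, and without replicate 2 it was 0.10 and not called. The rise of chromosome 15 in both TET2 KO groups bears on the genotype labels and not on the shRNA labels. A knockdown that failed in TET2 KO also remains open, although it names no source for the 9465 genes called there. So does an effect of MBD6 depletion that depends on TET2, the difference the design names, which was not tested apart from the labels. Against a failed knockdown, the paper reports that MBD6 depletion slowed growth of TET2 KO K562 cells and that MBD6 overexpression restored it. It also reports a higher global level of ubiquitinated histone H2A (H2AK119ub). None of these was measured in the libraries analysed here. Differences between the shRNA lines were not tested as a source of the calls.

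For MBD6 itself the interaction was 0.75 on the log2 scale, again a tested difference between genotypes, and it ran from 0.67 to 0.84 when 1 library was left out. The TET2 KO difference behind it was 0.19 or more under each of 3 scalings, which argues against scaling as the reason for its sign. With trends on gene length and GC content as offsets it was 0.24 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00648), and 0 annotated genes on the same strand overlap MBD6, so that length bias and reads of a neighbour are argued against too. What stays open is the same as above: exchanged labels, a failed knockdown, or regulation of MBD6 that differs without TET2. A knockdown that RNA on chromatin does not show remains open as well, since the counts were taken to include introns and pre-mRNA. MBD6 RNA was already lower in TET2 KO shControl than in TET2 WT shControl (-0.46), and no second measure of MBD6 was analysed here.

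In mESC, reads outside annotated genes, which enter no test of genes, made up 29.4% of records in siNsun2 and 19.9% in siControl libraries. The ratio of these shares was 1.47. Olfactory receptor genes, chosen as genes that should be silent in mESC, rose 1.47 times, with every siNsun2 library (0.0286 to 0.0312 CPM per kb) above every siControl library (0.0186 to 0.0211 CPM per kb). This is consistent with a background spread over the genome, such as DNA left in the preparation. Total records differed by a factor of 1.04, which argues against depth. Whether loss of Nsun2 raises transcription outside genes as well remains open, since the labels name no batch and all 3 siNsun2 libraries share both the treatment and the background.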

How the results depend on the processing

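The count among mESC genes well above background, the correlation and the gene lists among well expressed genes and the exchange of shRNA labels in TET2 KO were chosen after seeing the data. Scaling by ERCC spike-in RNA was not run, because the tables held 0 lines for it, and the interaction has no value for a model of only the groups compared, as it needs all 4 groups. The 2-cell-like list has no value under the stricter filter, which left too few of its genes. Where a value changed below, the cause was not tested unless it is named.

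Of the alternative counts of called genes, 88 stayed within 1.5 times the count in the report and 7 were lower by construction. With a 2-fold threshold in addition to the adjusted p, 2313 genes were called for siNsun2, 4605 for TET2 KO in shControl, 2354 for shMBD6 in TET2 KO, 2843 for shMBD6 in TET2 WT, 6307 for the interaction and 4378 for the TET2 KO libraries labelled shMBD6 against TET2 WT shControl. Testing only mESC genes well above background left 4068. With 1 library left out the counts in the same order ran from 11769 to 13085, 10636 to 10982, 8279 to 9179, 9608 to 10030, 11924 to 13178 and 8891 to 9687. Scaling, filter, block and leaving out a library changed the sign of no gene called both ways, except that total gene counts did so for 245 genes after siNsun2, 75 after TET2 KO and 5 after shMBD6 in TET2 KO.

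Replicate numbers did not pair the samples. The correlation across genes, which are not independent replicates, of deviations from group means in libraries with the same number was -0.0174 to 0.0201 in K562 and -0.00204 to 0.0254 in mESC. With the number as a block 13698, 11875, 9579, 11146, 12873 and 10136 genes were called in the order above. The block added calls for TET2 after TET2 KO (0.088), for MBD6 in TET2 KO (0.19) and for the pathway (-0.069) and G2/M (0.063) lists with shMBD6 in TET2 KO, and changed no other call of a targeted gene, named gene or gene list.

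Nsun2 after siNsun2 and MBD6 after shMBD6 in TET2 WT kept their direction and call under every alternative, from -0.36 to -0.32 and from -0.65 to -0.52 with 1 library left out. TET2 after TET2 KO fell to -0.089 under total gene counts. MBD6 in the TET2 KO libraries labelled shMBD6 was not called in the report. It was called under DESeq2 size factors (0.20), total gene counts (0.31), no filter (0.23) and the stricter filter (0.19). The replicate block (0.19), a model of only the groups compared (0.23) and DESeq2 (0.20) called it too. The adjusted p by Benjamini-Hochberg lay between 0.00159 and 0.0485 in edgeR or DESeq2. Leaving out 1 library gave 0.10 to 0.26, and a call only without replicate 1 of TET2 KO shMBD6 (0.26).

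Of the alternative values of named genes, 1715 kept direction and call, 25 gained a call, 56 lost it and 39 changed sign, 9 of them under total gene counts and 16 with a library left out. Under total gene counts Mbd6 (0.025) and Asxl1 (0.17) were above 0 after siNsun2, as were TET1 (0.11), ASXL1 (0.11) and TET3 (0.057) after shMBD6 in TET2 KO, PSPC1 (0.092) and TET1 (0.083) in TET2 WT, and TRDMT1 (0.0098) and TET1 (0.022) in the interaction. For shMBD6 in TET2 WT, PSPC1 and TET1 were also above 0 under DESeq2 size factors (0.11 and 0.10), DESeq2 (0.10 and 0.10), no filter (0.10 and 0.091) and the stricter filter (0.058 and 0.049). The stricter filter gave Asxl1 0.041. In TET2 KO, TET1 and ASXL1 were at 0.029 and 0.034 with no filter and at 0.029 and 0.033 with only the groups compared. With no filter PSPC1 was at 0.0037 for the TET2 KO libraries labelled shMBD6 against TET2 WT shControl. Leaving out 1 library changed the sign of genes near 0 that were not called. In TET2 KO the range was -0.23 to 0.011 for NFKBIA, -0.039 to 0.00073 for TET1 and -0.034 to 0.0033 for ASXL1. In TET2 WT it was -0.037 to 0.012 for PSPC1 and -0.022 to 0.027 for TET2, and in the interaction -0.035 to 0.016 for TRDMT1 and -0.019 to 0.020 for TET1.

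The correlation of the TET2 KO and shMBD6 changes in TET2 KO stayed negative under each single alternative. Its sign shows no stability where libraries are shared, because simulated groups without effects gave -0.520 to -0.496. Among well expressed genes with the labels exchanged the correlation was 0.123, where groups without effects gave -0.525 to -0.473. It was -0.401 with no filter, -0.394 among genes called in either comparison, -0.569 among genes with a mean log2 CPM of at least 5 and -0.472 with the shRNA labels of TET2 KO exchanged, and -0.415 to -0.250 with 1 library left out. With the TET2 KO shControl libraries split it was weaker, because no library then entered both changes. It was -0.121, -0.111 and -0.134 with replicate 1, 2 or 3 given to the TET2 change alone, and -0.1997, -0.207 and -0.185 with it given to the shMBD6 change alone. The overlap of calls was 1270 with the labels exchanged and stayed within 1.5 times otherwise, at 2986 to 3406 with 1 library left out.

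Of the alternative values of gene lists, 365 kept direction and call, 18 gained a call, 11 lost it and 6 changed the direction of the test. Most gains came with fry, which tests a list on its own and not against other genes. It called the pathway (-0.074), S phase (-0.12) and osteoclast (-0.057) lists after TET2 KO, the pathway (-0.069), G2/M (0.061) and osteoclast (-0.086) lists for shMBD6 in TET2 KO and the pathway (-0.21) and NOD-like receptor (-0.082) lists in TET2 WT. It also called the pathway (0.14), osteoclast (-0.090) and NOD-like receptor (0.17) lists in the interaction. With 1 library left out these medians ran from 0.11 to 0.18, from -0.27 to -0.077 and from -0.017 to 0.21. The G2/M list (-0.15) for the TET2 KO libraries labelled shMBD6 against TET2 WT shControl was called by fry too. The fry test pointed the other way for NOD-like receptor genes after TET2 KO (median -0.018) and with shMBD6 in TET2 KO (0.014), as camera did under the stricter filter for osteoclast genes after TET2 KO (-0.063). An estimated correlation lost the G2/M calls after TET2 KO (-0.18) and in the interaction (0.36) and the S phase call for the TET2 KO libraries labelled shMBD6 against TET2 WT shControl (0.14), and the stricter filter lost the last as well (0.12). Among genes with a mean log2 CPM of at least 5 the same 3 were lost (-0.16, 0.28 and 0.12), as were the S phase (-0.29), G2/M (-0.26), pathway (-0.20) and pluripotency (-0.23) calls after siNsun2, where the median of all such genes was -0.21 and fewer genes of each list were left. There the test pointed the other way for lineage genes after siNsun2 (0.197), osteoclast genes after TET2 KO (-0.057) and pathway genes with shMBD6 in TET2 WT (-0.19), and no 2-cell-like gene was left to test. The G2/M list in TET2 KO was called under DESeq2 size factors (0.072), and ran from 0.032 to 0.098 with 1 library left out, called without TET2 KO shControl replicate 2 or 3 or TET2 KO shMBD6 replicate 1.

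Of the alternative differences in composition, 166 moved by less than 1 SD and 4 by more. Without the 10 highest genes the siNsun2 difference was 0.0190 percentage points for mitochondrial-encoded genes, by construction, since the highest of them are left out of the share as well. It was -0.0892 for Malat1 and -0.0154 for Neat1, and that of NEAT1 with shMBD6 in TET2 KO was -0.0351. In the simulations every gene missed at 4-fold was weakly expressed, and smaller changes were missed at higher levels too. Depth was varied only for the correlation of the shMBD6 changes in both genotypes, which was -0.327 with every library thinned to the same total.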

Other observations

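The tests of upward and downward 2-fold changes, of chromosome 15 copies and of the nearest genes of those changed 32-fold were chosen only after the result was seen, as were the limit to genes well above background and the level of 3 counts used for 32-fold changes.

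Other splits of the same libraries were tried for the comparisons of 3 libraries with 3. In each, 1 of the 10 splits, the real one, gave as many calls by edgeR, and the highest count in another split was 0. The real counts were 13844 for siNsun2, 11921 for TET2 KO in shControl, 9465 and 11047 for shMBD6 in TET2 KO and TET2 WT, and 10125 for the TET2 KO libraries labelled shMBD6 against TET2 WT shControl. With only 10 splits chance cannot be excluded at a share under 0.05 in any of these comparisons.

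Changes of 2-fold or more in siNsun2 libraries were nearly all upward, at 97.2% of 2313 genes. Among genes at least 10 times above the olfactory receptor background, 78 genes changed that much and 76.9% of them rose when these genes were scaled among themselves, but 31.5% of 54 rose when the scaling factors of all genes were kept. Among 5534 genes with a mean log2 CPM of at least 5, only 11 rose and 7 fell that much. Background reads therefore cannot be told apart from an effect of Nsun2 depletion as the cause of the upward changes, because the direction left above background rests on the scaling. Background that is not evenly spread may account for many of them, although olfactory receptor genes themselves rose by less than 2-fold (1.47 times).

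The genes of the 2-cell-like list rose in siNsun2 libraries by a median of 5.74 times the rise of olfactory receptor genes in CPM per kb, and 14 of the 17 by more than 3 times. A background spread evenly over the genome is argued against by this value. The list is weak evidence all the same. Its genes lay at a median of 2.52 times the background level, 0 of 17 were 10 times above it, and many are near-identical copies whose shared reads were set aside by the counting. An uneven background and a rise of 2-cell-like cells in the culture were not tested.

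Changes of 2-fold or more after shMBD6 leaned upward in TET2 WT and downward in the TET2 KO libraries as labelled. Among genes with a mean log2 CPM of at least 5 the upward share was 81.25% in TET2 WT and 9.28% in TET2 KO. Olfactory receptor genes moved the same ways, 1.29 times as high with shMBD6 in TET2 WT and 0.784 times in TET2 KO, with no overlap between libraries of the groups compared, so that background has to be weighed for long genes at that level too. Among the 4076 genes at least 10 times above their level, the upward share in TET2 KO was 25.3% when scaled on these genes and 31.0% when scaled on all genes, which argues against background reads as the whole cause of the downward lean. In TET2 WT it was 70.8% and 40.5%, so that background cannot be told apart from other causes of the upward lean, because the direction there rests on the scaling. Exchanged labels in TET2 KO, weighed above, remain open here too, and no biological explanation was tested apart from them.

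All 9 windows of chromosome 15 were higher in TET2 KO than in TET2 WT, in the shControl libraries and in those labelled shMBD6. Among the 11641 genes with a mean log2 CPM of at least 2, 21.5% lay above the genome-wide median change in both pairs. Among the 390 of them on chromosome 15 the share was 85.4%. This is consistent with more copies of chromosome 15 in the TET2 KO cells, as a hypothesis from RNA alone, and no DNA was analysed here. The chromosome moved far less between shRNA groups, with medians of 0.01 in TET2 KO and -0.17 in TET2 WT, where every chromosome had a median below 0.

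Between genotypes, 84 called genes changed 32-fold or more in the shControl pair, and 27 did so there and in the pair labelled shMBD6, 18 higher and 9 lower in TET2 KO. A group mean below 3 counts per library was set to that level for this count. On the fitted log2 changes, as first computed, 172 genes changed that much in both pairs, and 2.91% of them lay in windows shifted as a block. With shMBD6, 0 genes called by edgeR changed that much in TET2 KO and 0 in TET2 WT. Only 3 of the 27 genes (11.1%) lay in the 20 windows of 10 Mb shifted as a block, compared with 6.42% of all tested genes, and 23 lay in a window with enough genes to be assessed. This argues against gained or lost segments of that size as the source of most of them. Smaller segments cannot be told apart from other causes. The nearest expressed gene changed 2-fold or more the same way in both pairs for 7 of the 26 genes with a position, and a segment that holds a single gene would not be seen. Differences between cell clones unrelated to TET2 cannot be told apart from an effect of TET2 loss for these 27 genes, because the labels name no clones and each genotype may stem from a single one. The same limit holds for all other genes called between TET2 KO and TET2 WT and for the interaction.

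The single Pspc1 WT mESC library belonged to no comparison. It held 10.7% of records outside genes (Wilson 95% interval 10.65% to 10.66%), detected 27807 genes and had 4.67% of counts in its 10 highest genes. Mitochondrial-encoded genes took 0.0969% (0.0963% to 0.0976%) and Gm26917 1.58% of its gene counts. These intervals cover counting error only.

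Some of the human gene lists shared members. Of the genes listed, 2 of the pathway list, 7 of the osteoclast differentiation list and 6 of the NOD-like receptor list were also in another list, and the remaining lists shared 0 genes.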
